# Evaluation of repair activity by quantification of ribonucleotides in the genome

**DOI:** 10.1111/gtc.12871

**Published:** 2021-06-02

**Authors:** Tetsushi Iida, Naoko Iida, Jun Sese, Takehiko Kobayashi

**Keywords:** genome instability, indel, mutation, repair, ribonucleotide, RNase H

## Abstract

Ribonucleotides incorporated in the genome are a source of endogenous DNA damage and also serve as signals for repair. Although recent advances of ribonucleotide detection by sequencing, the balance between incorporation and repair of ribonucleotides has not been elucidated. Here, we describe a competitive sequencing method, Ribonucleotide Scanning Quantification sequencing (RiSQ‐seq), which enables absolute quantification of misincorporated ribonucleotides throughout the genome by background normalization and standard adjustment within a single sample. RiSQ‐seq analysis of cells harboring wild‐type DNA polymerases revealed that ribonucleotides were incorporated nonuniformly in the genome with a 3′‐shifted distribution and preference for GC sequences. Although ribonucleotide profiles in wild‐type and repair‐deficient mutant strains showed a similar pattern, direct comparison of distinct ribonucleotide levels in the strains by RiSQ‐seq enabled evaluation of ribonucleotide excision repair activity at base resolution and revealed the strand bias of repair. The distinct preferences of ribonucleotide incorporation and repair create vulnerable regions associated with indel hotspots, suggesting that repair at sites of ribonucleotide misincorporation serves to maintain genome integrity and that RiSQ‐seq can provide an estimate of indel risk.

## 1 INTRODUCTION

Endogenous DNA damage, an inevitable consequence of multiple cellular processes, is a relevant source and regulator of genome instability. One type of endogenous damage is misincorporation of ribonucleotides (rNMPs) into the genome during DNA replication or repair (reviewed in Williams et al., 2016). At endogenous concentrations of deoxyribonucleotides and ribonucleotides (dNTPs«NTPs), yeast replicative DNA polymerases frequently misincorporate rNMP in vitro (Nick McElhinny et al., 2010). In wild‐type cells, incorporated rNMPs are efficiently removed by RNase H2‐mediated excision repair (RER)(Nick McElhinny et al., 2010; Sparks et al., 2012). However, hypomorphic mutations in RNase H2 inhibit such repair and are associated with a neuroinflammatory disorder, Aicardi–Goutieres syndrome (Pizzi et al., 2015). Inactivation of RER results in hyper‐accumulation of rNMPs in the *Saccharomyces cerevisiae* and mouse genomes (~10,000 and ~1,000,000 incorporated rNMPs per cell in yeast and mouse, respectively), making rNMPs the most common noncanonical nucleotides in the genome (Nick McElhinny et al., 2010; Reijns et al., 2012). Residual rNMPs cause perturbations in genomic DNA and promote genome instability by mechanisms including ribonucleotide‐triggered abortive DNA ligation, protein–RNA–DNA adducts involving topoisomerases, and replication stress due to polymerase stalling (Clausen et al., 2013; Clausen et al., 2013; Gao et al., 2014; Göksenin et al., 2012; Sparks & Burgers, 2015; Tumbale et al., 2014). By contrast, rNMP incorporation in RER‐proficient cells contributes to efficient removal of mismatches on nascent leading strands by DNA mismatch repair (MMR) (Ghodgaonkar et al., 2013; Lujan et al., 2013). Thus, cells with wild‐type DNA polymerases and RER must maintain an exquisite balance between rNMP incorporation and removal.

Recent efforts to perform rNMP mapping by deep sequencing revealed the nonuniform distribution of rNMPs and the strand‐specific usage of replicative DNA polymerases in the yeast genome (Clausen et al., 2015; Daigaku et al., 2015; Koh et al., 2015; Reijns et al., 2015). All of the previous methods for rNMP mapping reached single‐base resolution mapping by DNA digestion and adaptor ligation at rNMP sites. A previous method, emRiboSeq, digested 5′‐end of rNMPs by RNase H2 treatments (Reijns et al., 2015). In the other methods, HydEn‐seq, Pu‐seq and Ribose‐seq, alkaline digestion allowed to detect 3′‐end position of rNMPs (Clausen et al., 2015; Daigaku et al., 2015; Koh et al., 2015). Furthermore, these methods selectively amplified rNMP detection library by PCR and performed read‐distribution analysis to profile rNMP incorporation in the genome (Clausen et al., 2015; Daigaku et al., 2015; Koh et al., 2015; Reijns et al., 2015). However, PCR amplification of rNMP reads and read‐distribution analysis lost information of background DNA amount without rNMPs. Since estimation of background DNA amounts is essential to quantify actual frequencies of rNMP at each position, methods for precise and comparable quantification of rNMP had not been established.

Although residual rNMPs can contribute to genome instability, the actual frequency of rNMP incorporation and the contribution of RER activity to the maintenance of genome integrity remain unknown. Here, we describe a newly improved sequencing method capable of quantification of rNMPs at base resolution in cells harboring wild‐type DNA polymerases. Comparable quantification of rNMPs provides a simple platform for comparative data analysis, reveals characteristic patterns of rNMP associated with sequence context, quantifies the strand bias of RER activity, and provides a novel metric for rNMP transition, where the rNMP abundance changes rapidly at sites associated with RER inefficiency and indel hotspots. We propose that absolute quantification of endogenous damage represents a new method for evaluation of genome instability.

## 2 RESULTS

### 2.1 RiSQ‐seq: An absolute quantification approach

We developed an absolute quantification sequencing analysis, Ribonucleotide Scanning Quantification sequencing (RiSQ‐seq) by including background and standard detection into the second adaptor ligation method (Figure 1a). To determine the relationship between rNMP incorporation and its repair, it is essential to measure the actual rNMP frequency, allowing estimation of RER activity by simple subtraction of the level of residual rNMPs in the wild type from the level of rNMPs in an RER‐deficient strain (representing the input of rNMP incorporation).

**FIGURE 1:**
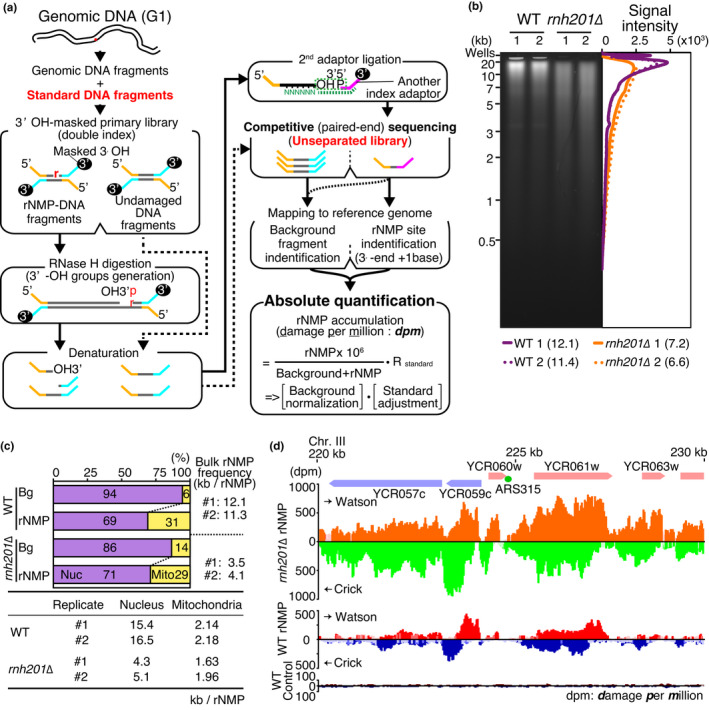
RiSQ‐seq analysis of yeast genomic DNA. (a) Scheme of RiSQ‐seq. Strand‐specific primary libraries are prepared from sheared genomic DNA from G1‐arrested cells and synthetic standard DNAs by ligation with 3′‐OH masked adaptors. After 3′‐OH masking of libraries with ddNTP and terminal‐deoxynucleotidyl transferase, RNase H (HI and HII)‐treated primary libraries are heat‐denatured and ligated with secondary adaptors. Sequencing of unseparated libraries on a MiSeq instrument (Illumina) provides rNMP detection and background reads. Identification of fragments and rNMPs by mapping allows calculation of coverage for rNMP accumulation, adjusting based on a coefficient computed using spiked‐in standards, as damage per million bases (dpm). (b) Representative alkaline gel electrophoresis of genomic DNA from wild‐type (WT) and *rnh201∆* strains (left), with accompanying lane profiles (right). Average DNA lengths are shown in parentheses (kb). (c) Bulk analysis of YPD‐cultured PCR‐free samples by RiSQ‐seq. Sequence composition of background (Bg) and rNMP (rNMP) in PCR‐free libraries is classified according to nuclear (Nuc) and mitochondrial (Mito) origin, with accompanying bulk rNMP frequency (upper panel). Bulk rNMP frequencies in nucleus and mitochondria of replicated samples are shown in the bottom table. Bulk rNMP frequencies of the replicate #1 and #2 are shown. (d) Nonuniform accumulation of rNMP, as determined by RiSQ‐seq analysis. Positions of chromosomes, genes, and the replication origin (ARS315) are shown (top panel). rNMP profiles of *rnh201∆* (orange and green) and WT (orange and green) and control profile of WT sample without RNase H treatment (dark red and navy blue) are shown. rNMP profiles of Watson (upper) and Crick (lower) strands from YPD‐cultured replicate 1 are shown as bar plots with significance of change versus control, as determined by two‐sided Wilcoxon signed‐rank test (faint colored bars: *p* ≥.05). Note that the Crick strand's scale is increasing downward

To quantify rNMP, we directly compared sequence reads from an unseparated sequencing library including both background and rNMP‐containing fragments (Figure 1a). RNase H treatment of the primary library after 3′‐hydroxy group masking generated specific targets for secondary adaptor ligation. Secondary adaptor ligation to the 3′‐hydroxy group immediately 5′ of the rNMP allowed detection of the presence of the rNMP (Ding et al., 2015; Reijns et al., 2015). The use of different indexes on primary and secondary adaptors enabled discrimination between background and rNMP detection reads by demultiplexing after paired‐end sequencing. Mapping of paired‐end reads to reference sequences identified insert fragments and rNMP incorporation sites located immediately 3′ adjacent to rNMP detection fragments. The rNMP accumulation level in every analysis bin was computed by normalization of total rNMP against total background coverage counts. To control for bias in sample preparation, the rNMP accumulation level was adjusted by a coefficient, the reciprocal of the detection efficiency of rNMPs, calculated using spiked‐in standards (Figure 1a). By enabling absolute quantification, this approach permits comparison of rNMP frequencies between samples.

First, we tested RiSQ‐seq on a set of synthetic DNA fragments, including both background and rNMP‐containing fragments. 

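The synthetic DNA fragments were based on the sequence of bacteriophage phiX174 and came in 2 versions, STD1 and STD2. Each version was mixed from fragments without rNMPs, which served as background, and fragments carrying a single rA, rC, rG or rU on a strand, so that 8 rNMP-containing strands were followed. 4 mixtures of these fragments were analyzed. From each mixture, a primary library was sequenced without RNase H digestion, and a second library was digested with RNase H and separated by index into background and rNMP detection reads. The libraries were not amplified by PCR. For each rNMP-containing strand, the authors deposited the fraction found in the primary library of each mixture and the fraction found in the RNase H-treated library of that mixture. The former was read here as the input rNMP share given by the marker SNP. The latter was read as the rNMP detection reads divided by the sum of background and rNMP detection reads, as drawn in Figure 1a, before adjustment by the standards. The denominators are not stated with the values. With the detected fraction converted to a ratio to the background reads alone, the mean detection efficiency was 75.1%. At detected shares of at most 0.370% this conversion can hardly change the value, so it does not test other denominators. Read numbers per fragment were not used here, so the depth behind each fraction is unknown and no counting interval is given. The detection efficiency was calculated within each mixture as the detected share divided by the input share and then averaged over the 4 mixtures. Each mixture supplied 1 primary and 1 RNase H-treated library, and the SD therefore combines differences between mixtures with measurement error.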

To distinguish them, the strands harboring single rNMPs also contained single‐nucleotide polymorphisms (SNPs) at sites proximal to their 3′‐ends. Following sequencing of the primary library, it was possible to determine the rNMP frequency of input DNA fragments by detecting SNPs. 

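In the primary libraries of the 4 mixtures, the input share of a single rNMP-containing strand lay between 0.235% and 0.473%. The input share of rA was 0.367 ± 0.0395% on STD1 and 0.349 ± 0.0164% on STD2 (SD, n = 4 mixtures). The input share of rC was the lowest of the nucleotides, at 0.325 ± 0.0102% on STD1 and 0.279 ± 0.0323% on STD2. For rG, the input share was 0.422 ± 0.0143% on STD1 and 0.386 ± 0.0211% on STD2. For rU, it was 0.441 ± 0.0250% on STD1 and 0.422 ± 0.0308% on STD2. The relative SD of the input share over the mixtures was between 3.16% and 11.5% for the 8 strands. The input shares spanned a 2.02-fold range, counted from the lowest to the highest of the 32 values. These ends were different strands, STD2 rC and STD1 rU, and each strand alone varied less over the mixtures. The input share of rC was below that of rU on both standards in each of the 4 mixtures.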

Although there was a slight bias among nucleotides, the rNMP detection efficiency (recovery rate) was ~75% (Figure S1a). rNMP detection was completely dependent on RNase H treatment, even at different fragment ratios (Figure S1b). Accordingly, we spiked in these synthetic DNA fragments to serve as standards (Figure 1a). 

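The detected rNMP share in the RNase H-treated libraries was between 0.212% and 0.370%, and was below the input share for 30 of the 32 combinations of strand and mixture. Averaged over the 8 strands, the detection efficiency was 67.4%, 74.5%, 80.1% and 77.7% in mixtures 1 to 4, or 74.9 ± 5.55% (SD, n = 4 mixtures). By nucleotide, the efficiency was 75.0 ± 7.37% for rA, 89.0 ± 10.2% for rC, 73.1 ± 3.22% for rG and 62.6 ± 2.83% for rU. Averaged over STD1 and STD2, rC had the highest and rU the lowest efficiency in each of the 4 mixtures. This order did not hold on each standard alone. On STD1, rU was the lowest in all 4 mixtures and rC the highest in 3, whereas on STD2, rC was the highest in all 4 and rA the lowest in 3. The nucleotide means spanned 26.5 percentage points, a wider range than nearly all permutations of the nucleotide labels within mixtures gave. The exact two-sided permutation p was 0.000579 (Benjamini-Hochberg adjusted p = 0.00521 over 9 comparisons of efficiencies). Each nucleotide was carried by a single strand of each standard, so the test cannot separate the nucleotide from its strand. The similar means of rA and rG combined opposite differences. On STD1 rA was above rG in all 4 mixtures, at 77.6 ± 7.41% against 60.7 ± 3.33%, and on STD2 it was below rG in all 4, at 72.5 ± 7.69% against 85.6 ± 4.15%. Purines minus pyrimidines was 3.89 percentage points on STD1, positive in all 4 mixtures, and -7.34 percentage points on STD2, negative in all 4 (exact sign-flip permutation, two-sided, p = 0.125 for each, the smallest that 4 mixtures allow). These opposite differences averaged to -1.72 percentage points over both standards (p = 0.5 from the same exact test). An alternative chosen after seeing the data averaged the input over fragment pairs inferred from the labels (rA with rG, rC with rU). The range between nucleotides was then 7.19 percentage points, with rG the highest at 77.4% and rA the lowest at 70.3%.

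**Figure D1:**
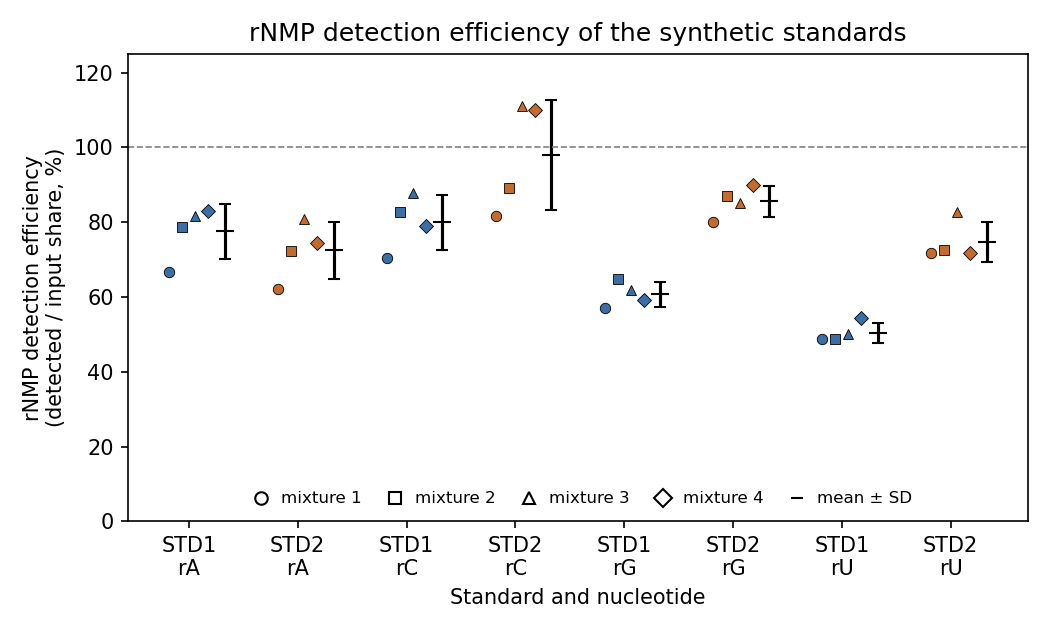
rNMP detection efficiency (detected share divided by input share, %) of the 8 rNMP-containing strands, with 1 symbol per mixture (STD1 blue, STD2 orange) and the mean ± SD over the 4 mixtures in black. The dashed line marks equal detected and input shares; STD2 rC lies above it in 2 mixtures, and STD1 rU is the lowest strand in all 4.

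The efficiency also differed between the standards. It was 67.2 ± 4.35% over the STD1 strands and 82.7 ± 7.05% over the STD2 strands, and this mean was higher for STD2 in all 4 mixtures (exact sign-flip permutation, two-sided, p = 0.125). rA was the exception, with an efficiency on STD2 minus that on STD1 of -5.08 percentage points, negative in all 4 mixtures. The lowest strand was STD1 rU at 50.5 ± 2.63%, and the highest was STD2 rC at 98.1 ± 14.8%. With the detected share regressed on the input share, the slope through the origin was 71.7% with a residual SD of 0.0539% share. The setting that moved the efficiency most was a regression with an intercept, whose slope was 4.30% with an intercept of 0.258% share over this narrow range of inputs. The paper states a single recovery rate with a slight bias among nucleotides (Figure S1a). Whether the 4 mixtures are those of Figure S1a or of Figure S1b was not settled here. The reciprocal of the efficiency is the coefficient drawn in Figure 1a, and the mean efficiency here corresponds to a coefficient of 1.33. The paper derives its coefficients from standards spiked into the samples, with linear regression, so 1.33 describes these mixtures only. Libraries made without RNase H digestion before secondary adaptor ligation are not analysed here.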

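The composition of the cocktail used for spiking was measured in 4 experimental replicates of its primary library, in which the SNPs gave the share of each rNMP-containing strand. The authors deposited these shares as fractions, without read numbers. The share of rNMP-containing strands differed between the standards, with a mean per strand of 0.0359 ± 0.00153% for STD1 and 0.309 ± 0.00208% for STD2 (SD, n = 4 replicates). The share of the STD2 strands was 8.62 times that of the STD1 strands. On STD1, the shares were 0.0331 ± 0.00194% for rA, 0.0295 ± 0.00426% for rC, 0.0368 ± 0.00458% for rG and 0.0443 ± 0.00317% for rU. On STD2, they were 0.302 ± 0.0139% for rA, 0.241 ± 0.0106% for rC, 0.341 ± 0.00582% for rG and 0.354 ± 0.0146% for rU. The relative SD over replicates was between 5.85% and 14.5% for the STD1 strands and between 1.71% and 4.60% for the STD2 strands. From the lowest to the highest strand, the mean shares spanned a 12.0-fold range. With each replicate left out in turn, the mean share of STD1 rC, the strand with the largest relative SD, stayed between 0.0282% and 0.0312%.

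**Figure D2:**
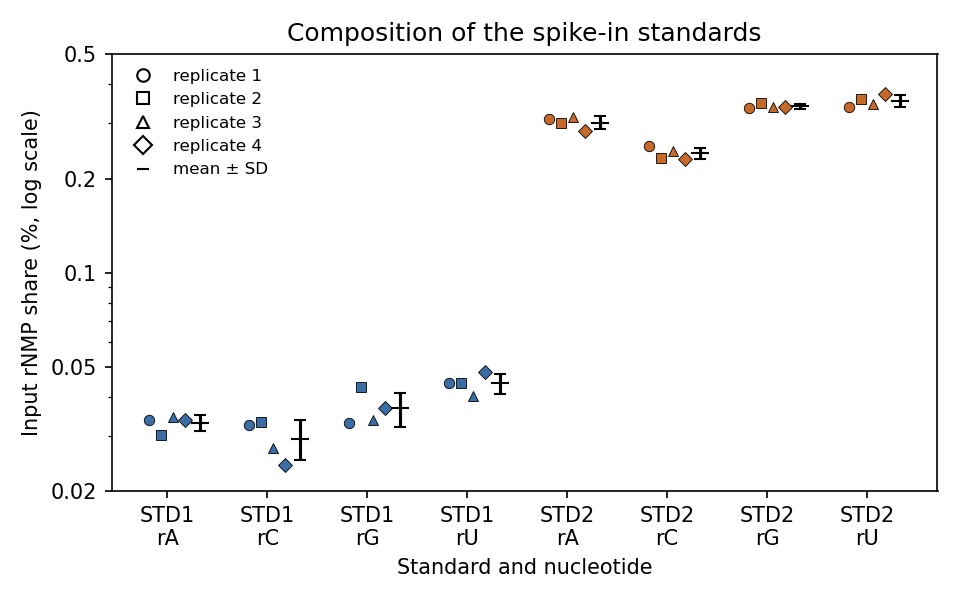
Input rNMP share (%, logarithmic axis) of the 8 rNMP-containing strands in the spike-in cocktail, with 1 symbol per replicate library and the mean ± SD over the 4 replicates in black. The STD1 strands (blue) lie between 0.0244% and 0.0480%, and the STD2 strands (orange) between 0.232% and 0.372%.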

Linear regression models for the spiked‐in standards provided standard curves that could be used to adjust the rNMP accumulation rate (Figure S1c and Table S1).

Genomic DNA of yeast cells arrested in G1 phase, when the genome is ready to enter the next cell cycle after completion of DNA repair, was the ideal sample for comparison of rNMP levels. Alkaline denaturing electrophoresis of genomic DNA prior to alkaline digestion revealed that the genome of *rnh201∆*, an RER‐deficient mutant, was more alkali‐sensitive than that of the wild‐type strain (Figure 1b). This is consistent with previous observations that the *rnh201∆* mutant contains a higher level of rNMPs (Clausen et al., 2015; Lujan et al., 2013; Nick McElhinny et al., 2010; Reijns et al., 2015).

To analyze the intrinsic rNMP level in cells harboring wild‐type DNA polymerases, we quantified rNMPs in the wild type and *rnh201∆* by bulk analysis of RiSQ‐seq libraries. In the wild type, the results yielded rNMP levels similar to those observed in the denaturing gel/alkaline digestion analysis, whereas, in the *rnh201∆* mutant, the rNMP level measured by RiSQ‐seq analysis was slightly higher than the gel analysis (Figure 1b, and the upper panel “Bulk rNMP frequency” of Figure 1c).

The mitochondrial rNMPs accounted for nearly one‐third of total rNMPs in both the wild type and *rnh201∆* (Figure 1c upper panel), and the nucleotide composition of rNMPs in mitochondria showed that purine enrichment in mitochondrial rNMPs was independent of RER status (Figure S3a) (Balachander et al., 2020). The nuclear rNMP frequency was threefold to fourfold higher in *rnh201∆* than in the wild type (Figure 1c bottom). The GC bias of rNMPs in the nuclear genome observed in *rnh201∆* was abolished in the wild type (Figure S3a). These results suggest that the nuclear RER has preference of rNMPs.

Because the number of rNMP reads in the PCR‐free library was too low for high‐resolution analysis of the rNMP profile, we amplified rNMP fragments by PCR to compensate. The read coverage of the amplified reads was adjusted to a PCR‐free scale using linear regression models of chromosomal coverage, with a few exceptions, that is, the chromosome XII harboring rDNA repeat and the mitochondrial genome (Figure S2b, Table S1). To avoid PCR amplification bias, we employed PCR‐free library data for mitochondrial rNMP analysis. As shown in Figure 1d and S2a, the profiles exhibited similar, nonuniform, and strand‐specific patterns in the wild type and *rnh201∆*. The strand‐specific broad peaks of rNMP accumulation tended to be separated by intergenic regions, that is, promoters, terminators, and ARSs (Figure 1d and S2a). rNMP accumulation in gene bodies was also observed in Pu‐seq analysis of the *S. pombe* genome (Daigaku et al., 2015), implying that the mechanisms underlying rNMP accumulation are conserved. Strikingly, the metagene profile revealed that rNMPs were preferentially enriched in gene body regions, and that the broad peaks were shifted toward the 3′‐end on each strand; rNMPs accumulated on gene bodies with dyad symmetry in a “yin and yang” pattern (Figure 2a). The nonuniform pattern of rNMP accumulation revealed by absolute quantification in wild‐type G1 cells strongly suggests that, even in wild‐type cells, rNMPs in the genome are carried over into the next cell cycle and represent a potential source of genome instability (reviewed in Caldecott, 2014; Kim et al., 2011; Williams et al., 2016).

**FIGURE 2:**
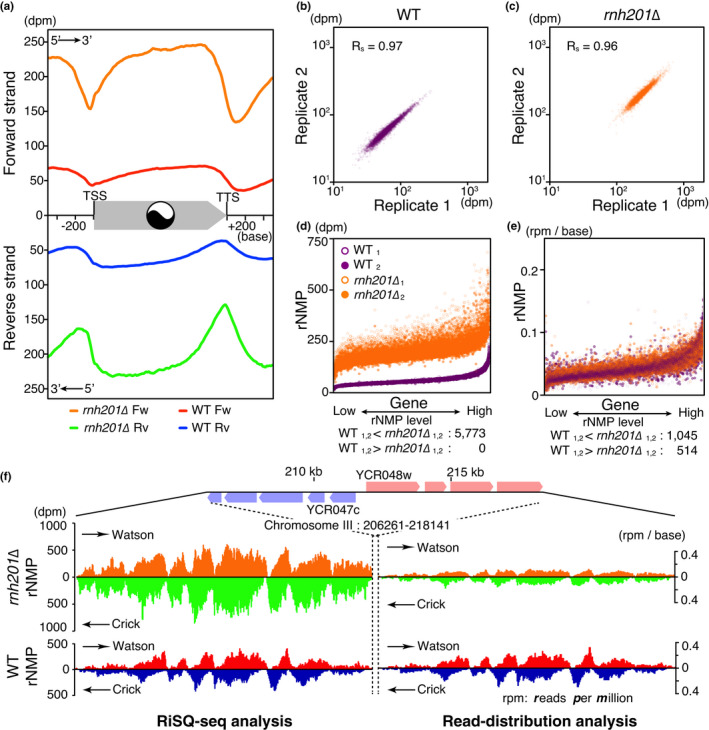
Pattern and range sensitivity of RiSQ‐seq analysis. (a) Metagene profiles of rNMP accumulation on the forward (Fw) and reverse (Rv) strands. rNMPs accumulate in a “yin–yang” pattern at the center of the gene body. Metagene profiles were generated from mean values from YPD‐cultured replicated samples (gene, *N* = 5,828). Note that the reverse strand's scale increases downward. (b and c) Scatter plots to illustrate the reproducibility of RiSQ‐seq. Mean values of rNMP accumulation on the Watson and Crick strands of genes (*N* = 5,828) are plotted for YPD‐cultured replicated samples in the wild type (b) and *rnh201∆* (c). Spearman's rank correlation coefficient rho is shown as Rs in each panel. (d and e) Comparison of rNMP ranges between the wild type and *rnh201∆* by RiSQ‐seq (d) and read‐distribution analysis (e). Genes are sorted from low to high‐rNMP level, as determined by RiSQ‐seq analysis of wild‐type replicates. The number of genes with nonoverlapping rNMP ranges is indicated below (*N* = 5,773). (f) Composition of rNMP accumulation profiles in high‐rNMP cluster region, as determined by RiSQ‐seq and read‐distribution analysis. As in Figure 1d, rNMP profiles of Watson and Crick strands are shown at the same scale for the wild type and *rnh201∆*. For read‐distribution analysis, the rNMP value is shown as reads per million per base (rpm/base)

### 2.2 RiSQ‐seq enables pattern‐ and range‐sensitive quantification

Recent studies evaluated differences among rNMP profiles using read‐distribution analysis (Clausen et al., 2015; Daigaku et al., 2015; Koh et al., 2015; Reijns et al., 2015). RiSQ‐seq provided reproducible similar profiles of the wild type and *rnh201∆*, and *rnh201∆* had a higher rNMP level than the wild type (Figures 1d, 2a‐d, f). However, relative quantification fails to correctly compare rNMP levels (Figure 2a, e, f): in the RiSQ‐seq analysis, the rNMP range of each gene was always lower in the wild type than in *rnh201∆*, whereas, in the read‐distribution analysis, the rNMP ranges of the two strains overlapped for many genes (Figure 2d, e). These results indicate that RiSQ‐seq analysis has two advantages: it correctly quantifies the rNMP level, and it allows direct comparison of inter‐ or intra‐sample rNMP profiles that would be difficult to achieve by read‐distribution analysis.

### 2.3 GC content is strongly associated with rNMP accumulation

In the previous study by the ribose‐seq, it has been proposed that rNMP accumulation in the mitochondrial genome is preferentially associated with upstream G/C nucleotides and a specific motif (Balachander et al., 2020). In the RiSQ‐seq analysis, the nuclear rNMP accumulates in gene bodies which show higher GC content than their transcriptional promoter and terminator regions (Figures 2a, 3a), implying that the rNMP accumulation associates with high GC content. Consistent with this idea, the rNMP accumulation in gene bodies showed strong correlation with GC content in both wild type and *rnh201∆* (Figure 3b). Furthermore, the yin–yang profile of rNMP level was more pronounced in gene fractions with higher GC content (Figure 3c).

**FIGURE 3:**
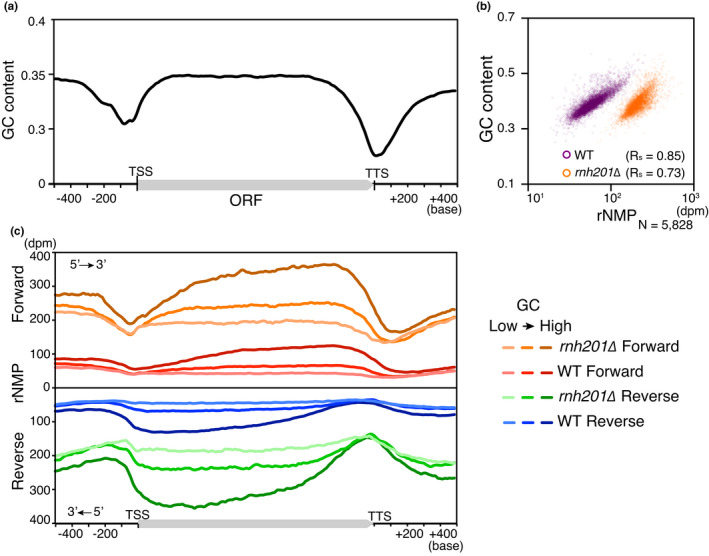
rNMP accumulation associates with GC content. (a) Metagene profile of GC content is shown (gene, *N* = 3,489). (b) Scatter plots for GC content correlation of rNMP. As in Figure 2b and c, rNMP values from YPD‐cultured samples of *rnh201∆* and the wild type are plotted at gene level, with accompanying correlation coefficient R_s_. Nuclear rNMP data are shown. (c) Metagene profiles of rNMP accumulation are shown. The GC level of each gene is classified into quintiles, and metagene profiles of the lowest, middle, and highest fractions (gene, *N* = 1,163 each) are shown

Because rNMP levels dropped at TSSs and TTSs (Figure 3a, c), we collected A/T‐stretch sequences and analyzed their rNMP incorporation profiles in *rnh201∆* (Figure 4a). Longer A/T stretches exhibited a more striking transition in the rNMP level in the vicinity of A and T strands. The reduced rNMP level gradually recovered toward the 3′‐end of the transcription unit. By contrast, C_18_ stretches and CAA or CAG trinucleotide repeats had extremely high‐rNMP content (Figure 4b, c). These results confirm that a local sequence affects the rNMP incorporation pattern (Balachander et al., 2020).

**FIGURE 4:**
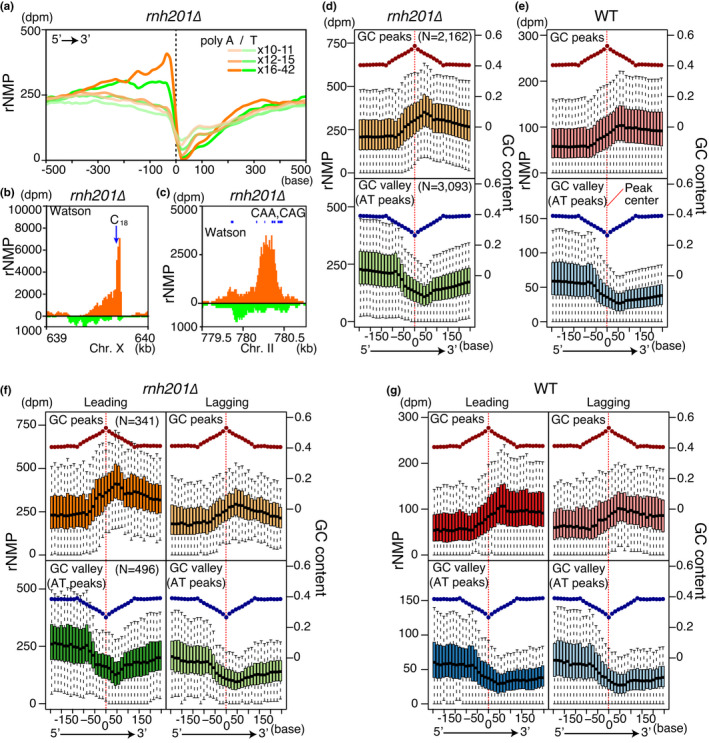
3′‐shifted patterns of local rNMP accumulation. (a) Meta‐analysis around A/T homopolymers (>×10). Profiles of rNMP accumulation in *rnh201∆* around homopolymers (*N* = 2,067) with the indicated length are plotted in the 5′→3′ direction. Dashed line and 0 indicate the centers of homopolymers. (B and C) rNMP profiles around a C stretch (b) and triplet repeats (c) as in Figure 1d. Characteristic repeats in Watson strands are shown. (d–g) Boxplots of rNMP accumulation in the wild type (e and g) and *rnh201∆* (d and f) around GC and AT peaks, with mean GC contents (dots). rNMP distribution around isolated GC (upper panels) and AT peaks (lower panels) (252 bases 5′‐upstream and 3′‐downstream) is shown in 14‐base bins. Red dashed lines show center positions of GC and AT peaks. To show major distribution, upper and lower extremes show one quartile range, and outliers are not shown. In (f) and (g), peaks with high bias of Okazaki fragment coverage rate (OF‐bias >0.9) are selected

To determine whether the rNMP pattern in other sequences responded similarly to repeat sequences, we identified GC and AT peaks throughout the genome. The rNMP distribution around GC and AT peaks formed 3′‐shifted rNMP peaks and valleys, respectively: rNMP peaks and valleys shifted in the 3′ direction by about 50 bases in both the wild type and *rnh201∆* (Figure 4d, e). The 3′‐shifted pattern was observed in both leading and lagging strands (Figure 4f, G). In addition to the shifted pattern, regions 3′ downstream of peaks and valleys showed gradual changes in the rNMP level as inertial patterns (Figure 4d–G). These results suggest that local GC content and inertial nature of rNMP incorporation affect the rNMP accumulation with the yin–yang pattern on gene bodies.

### 2.4 Efficient removal of rNMP on the leading strand

Comparison of gene body rNMP levels between the sense (forward) and template (reverse) strands of transcription in *rnh201∆* revealed a branching pattern that was clearly separated according to gene orientation relative to the direction of replication (Figure 5a, b). Metagene profiles indicated that more rNMP was incorporated in the nascent leading strand than in the lagging strand (Figure 5d). A regression model of gene body rNMP level in *rnh201∆* revealed that the rNMP incorporation rate was 2.2‐fold higher in the leading strand (Figure 5c). Furthermore, the rNMP composition of the leading strand in *rnh201∆* revealed a significantly higher GC preference than that of the lagging strand (Figure S3b). These results were consistent with the in vitro behavior of the major leading strand DNA polymerase ε, which has a strong GC preference and efficiently incorporates rNMPs, in contrast to the major lagging strand DNA polymerase δ (Nick McElhinny et al., 2010).

**FIGURE 5:**
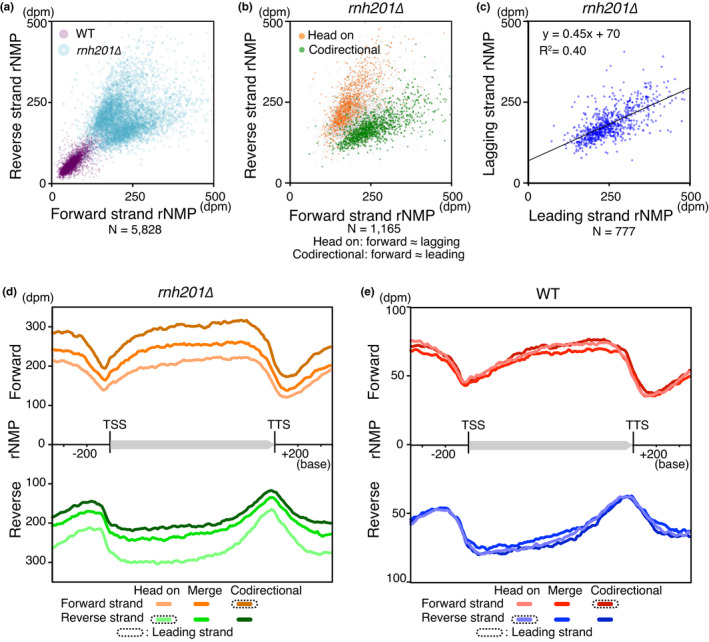
Leading strand preference of rNMP incorporation. (a and b) Scatter plots of gene body rNMP levels in forward and reverse strands of genes. Mean rNMP level of the wild type (a) and *rnh201∆* (a and b) are shown. In (b), genes are classified according to their orientation relative to the replication direction in quintiles of accumulation rate of Okazaki fragments on each strand (OF‐rate), and the highest and lowest fractions are plotted. (c) Leading strand‐biased rNMP incorporation. Mean rNMP levels of genes with high OF‐rate bias (≥0.95) were used for strand analysis (*rnh201∆*). Linear regression model is shown. The difference in rNMP incorporation rate between the leading and lagging strands was estimated from the slope of the linear regression model (1/0.45≈2.2). (d and e) Metagene profiles of rNMP accumulation in *rnh201∆* (d) and the wild type (e). Genes are classified according to OF‐bias for determination of gene orientation. The leading strand profiles are highlighted by dash lines in graph legends

In contrast to the higher incorporation of rNMP at the leading strand in *rnh201∆* (Figure 5b, d), the residual rNMP levels in the wild type were similar in the leading and lagging strands (Figure 5a, e, S3b). The elimination of strand bias in the wild type implied that RER might have a strong preference for nascent strands.

Because quantification by RiSQ‐seq allowed direct subtraction of the rNMP level, we calculated RER‐repaired rNMP by simple subtraction of residual rNMP from input rNMP. To compare repair efficiency, we also normalized repaired rNMP by input rNMP. Furthermore, we defined the odds of nonrepair, a local index of the difficulty of repair, as the ratio of residual to repaired rNMP (Figure 6a). Although both repair efficiency and odds of nonrepair are essentially equivalent, the latter allows easier comparison of regions in which RER is inefficient. The profiles of repaired rNMPs around GC and AT peaks were related to the input rNMP (Figures 4d, f, 6b). The odds of nonrepair followed a relatively smooth pattern around GC peaks, and 5′‐shifted peaks around AT peaks (Figure 6c). Moreover, the odds were lower on the leading strand than on the lagging strand (Figure 6c). Although input rNMP was higher on the leading strand than on the lagging strand (Figures 4f, 5d), the leading strand exhibited more efficient repair at all tested ranges of input rNMP (rNMP*_rnh201∆_*: 100–500 dpm) (Figure 6d), indicating that RER has a preference for the leading strand independent of input rNMP. The distinct preferences of rNMP incorporation and RER potentially create vulnerable regions in the genome where incorporated rNMP is not efficiently removed.

**FIGURE 6:**
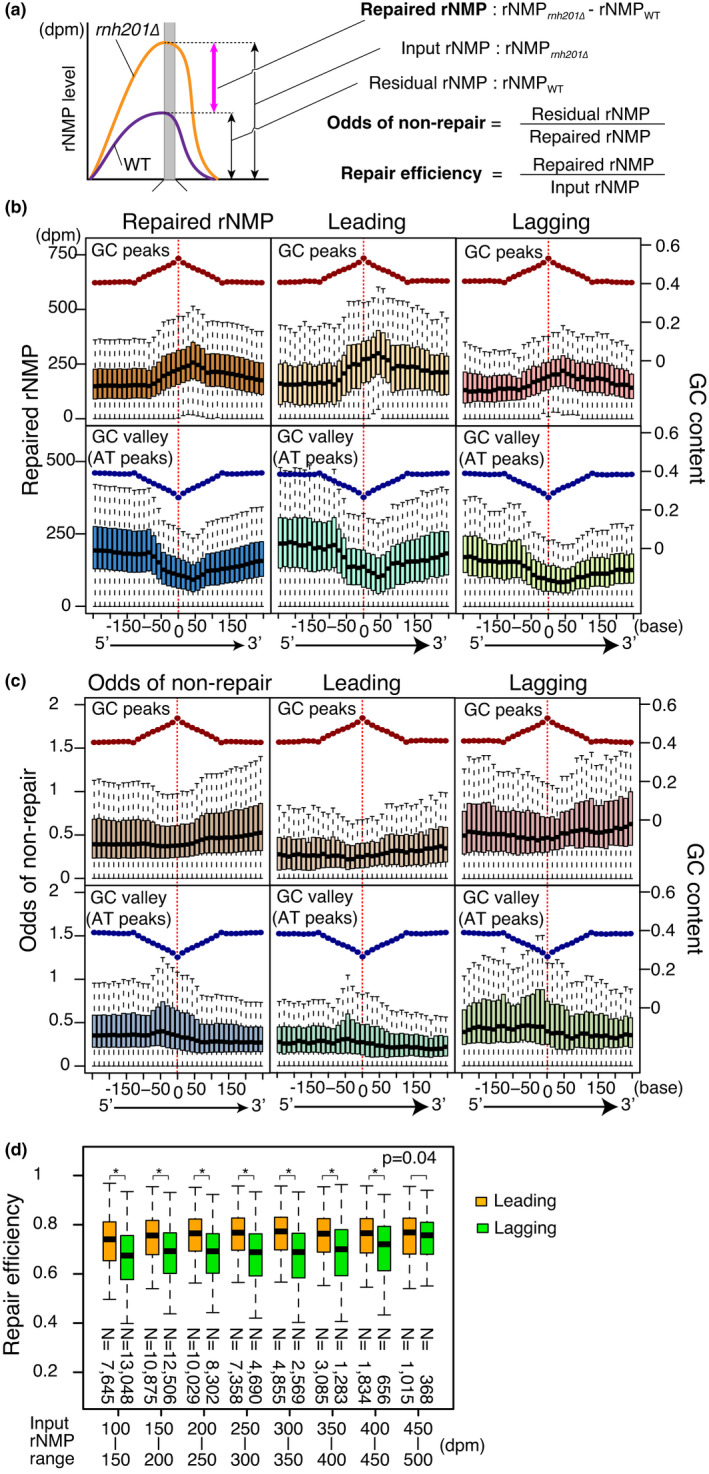
Efficient RER activity on the leading strand. (a) Definition of repaired rNMP, odds of nonrepair, and repair efficiency. (b) Repair efficiencies of leading and lagging strands (*N* = 52,338) were analyzed by linear regression models without intercepts. (b and c) Boxplots of repaired rNMP (b) and odds of nonrepair (c) around GC and AT peaks as in Figure 4d. (d) Repair efficiency of leading and lagging strands at different levels of rNMP input. Repair efficiencies between leading and lagging strands were compared using the two‐sided Mann–Whitney U test. *p < 2.0 × 10^–16^

### 2.5 rNMP transition sites associate with indel mutations

Residual rNMPs could be a source of genomic instability such as spontaneous mutagenesis (reviewed in Caldecott, 2014; Williams et al., 2016). In the RER‐deficient strain, *rnh201∆*, rNMP accumulation throughout the genome is elevated, as is the rate of 2–5‐base deletion mutations in short tandem repeats (Chen et al., 2000; Clark et al., 2011; Kim et al., 2011; Nick McElhinny et al., 2010). To determine whether rNMP accumulation and/or RER inefficiency make important contributions to mutagenesis in cells with wild‐type DNA polymerases, we focused on datasets of spontaneous mutations previously identified in the absence of selective pressure by Lujan et al. (Lujan et al., 2014). rNMP accumulation around the reported indels by Lujan et al. in the mismatch repair (MMR)‐deficient mutant *msh2∆* exhibited a clear transition pattern on both strands near mutation sites, whereas the base‐substitution mutations reported by Lujan et al. and randomly chosen sites in this study exhibited random, flat distribution patterns (Figure 7a, b, S4a–c) (Lujan et al., 2014). Because this transition pattern was also found around AT peaks (Figure 4d, e), indels were associated with low‐GC region (Figure 7e). We also found that indels associated with clear peaks in odds of nonrepair on both strands (Figure 7c). The association among indels, rNMP accumulation, and RER inefficiency suggested that it is not high‐rNMP level, but rather significant RER inefficiency, that increases the risk of indels in cells with wild‐type DNA polymerases. Notably, most of the indels analyzed here were single‐base changes potentially resulting from polymerase slippage, rather than Top1‐mediated 2–5‐base deletions (Kim et al., 2011; Lujan et al., ,^2014^, ^2015^).

**FIGURE 7:**
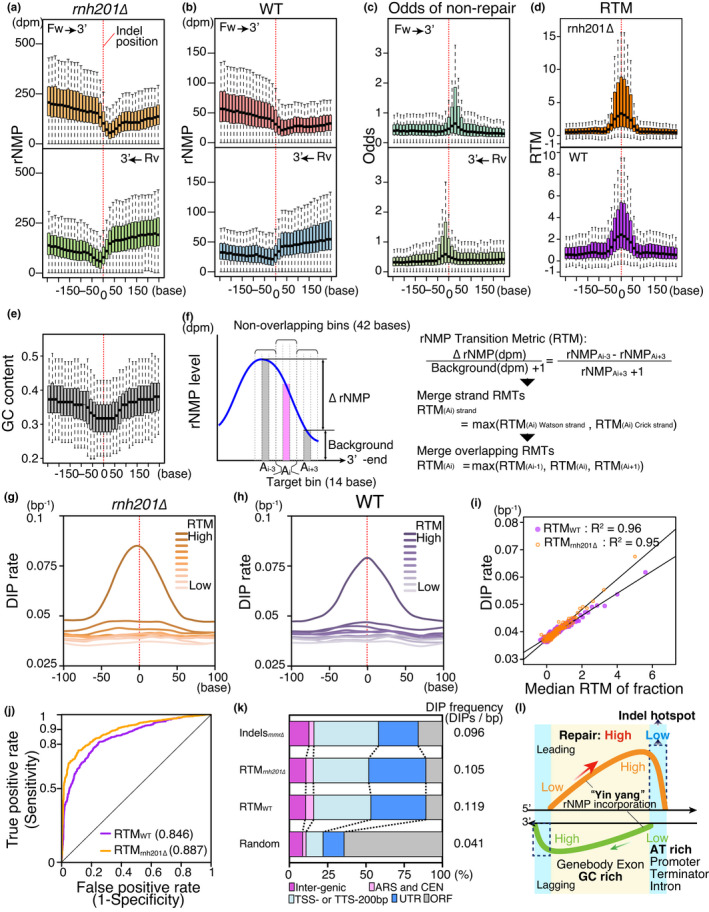
rNMP transition sites are associated with indel mutation. (A and B) rNMP distribution in *rnh201∆* (a) and the wild type (b) around 1,012 indels previously identified in the *msh2∆* cells (Lujan et al., 2014). Red dashed lines indicate indel positions. Forward (upper panel) and reverse (lower panel) strands are classified by OF‐rate at each mutation site, that is, forward indicates the major replication direction. (c) Distribution of odds of nonrepair, as in (a). (d) Distribution of rNMP transition metric (RTM) in *rnh201∆* (upper panel) and the wild type (lower panel). Distribution is shown in the forward strand direction. (E) GC content around indel mutations, as in (d). (f) Definition of rNMP transition metric (RTM). (g and h) Meta profiles of DIP rate around peak fractions. Peaks of *rnh201∆* RTM (g) and wild‐type RTM (h) are fractionated into deciles, and DIP rate around each peak fraction is shown. Distribution on the Watson strand is shown. (i) Relationship of RTM to DIP rate is analyzed by regression analysis. Means of DIP rate in each percentile fraction are plotted. R^2^ of fit is indicated. (j) ROC curve of RTMs for identification of indel mutations. AUCs are also indicated. (k) Annotation composition of indel hotspots predicted by RTMs. Classified annotations of predicted indel hotspots are shown, with accompanying DIP frequency (*rnh201∆*: *N* = 2,339, WT: *N* = 1,519). Previously reported indels in *mmr∆* (*msh2∆*) by Lujan et al. (*N* = 1,012) and randomly selected sites (*N* = 2,339) are also shown as controls. (l) The distinct preferences of incorporation and repair of rNMPs result in indel hotspots. The yin–yang pattern of rNMP incorporation in GC‐rich region spreads over adjacent AT‐rich regions with a preference for the leading strand. The regions of RER inefficiency associate with rNMP transition sites, AT‐rich regions, and indel hotspots

Because both rNMP accumulation and odds of nonrepair associate closely with each other, we defined an index for the rNMP transition pattern, the rNMP Transition Metric (RTM), which is calculated using the significance of the reduction in the rNMP level (to analyze RER inefficiency) (Figure 7f). In the RTM profiles of the wild type and *rnh201∆*, the centers of RTM peaks are associated with indels, implying that RTM is a marker of indel risk (Figure 7d). To determine whether RTM is applicable to natural variations among wild‐type yeast strains, we analyzed distributions of deletion–insertion polymorphisms (DIPs) around RTM peaks in 37 *S. cerevisiae* strains (Liti et al., 2009). In both the wild type and *rnh201∆*, the peaks of the highest RTM fractions overlapped extensively with DIP peaks (Figure 7g, h). Furthermore, the median values of fractions of RTM peaks were highly correlated with DIP rate at peak centers (Figure 7i). These results strongly support the idea that RTM is an accurate marker of indel risk in evolutionally diverse.

To evaluate RTM as markers of indel risk, we randomly picked sites without indels or DIPs as negative controls, and combined them with the indels previously identified in *msh2∆* (Lujan et al., 2014). The rate of indels identified (true positive rate: sensitivity) and rate of negative controls identified (false positive rate: 1‐specificity) to all indels and controls at every value of RTM was analyzed by Receiver Operating Characteristic (ROC) curve analysis (Figure 7j). Using this analysis, we evaluated marker accuracy and estimated the thresholds at certain sensitivities. The areas under the ROC curves (AUC) indicated that both RTMs had high sensitivity and specificity (Figure 7j): furthermore, sensitivity over 0.99 of specificity of RTM*_rnh201∆_* and RTM_WT_ was 0.40 and 0.15, respectively. To determine whether RTM peaks identify hotspots of evolutionarily selected DIPs, we analyzed high‐RTM sites. The high‐RTM sites with a specificity of over 0.99 in the ROC curve were associated with DIP‐enriched regions and noncoding regions of the genome, as were indels in *msh2∆* (Figure 7k), suggesting that RTM obtained from RiSQ‐seq analysis is a good marker of indel risk, even in MMR‐proficient cells.

We further analyzed whether the high‐RTM sites are associated with A/T stretches in the genome (>×10, *N* = 2,067) (Figure 4a). About half of the A/T stretches (*N* = 1,081) overlap with the high‐RTM sites of *rnh201∆* (Figure 7k) at a very high DIP rate (0.114). The other A/T stretches that do not overlap with the high‐RTM sites (*N* = 986) showed approximately 1.5‐hold lower DIP rate (0.078) than the high‐RTM overlaps. In contrast, the high‐RTM sites of *rnh201∆* without long A/T stretches (*N* = 1,236) still showed a high DIP rate (0.107). These results suggest that scanning of high‐RTM sites more efficiently predicts indel hotspots than simple search of long A/T stretches in the genome.

## 3 DISCUSSION

In this study, we developed RiSQ‐seq, a system for sequence analysis of rNMP accumulation that achieves absolute quantification of genomic DNA samples by a combination of background normalization and adjustment based on spiked‐in standards. The dataset of high‐resolution profile of absolute rNMP quantification allows analysis of cells harboring wild‐type DNA polymerases and repair systems. In addition, simple subtraction enables direct comparison of profiles between samples, which is difficult to achieve using other methods.

### 3.1 Advantages and applications of absolute quantification

The whole‐genome profile of the absolute quantity of damage provides key information for analyses of repair activity, as well as identification of fragile and/or mutagenic regions of genome. The commonly used technique of read‐distribution analysis obscures fair comparison of the quantity of damage among samples: comparison of similar profile patterns requires knowledge of absolute quantities (Figure 2e–f). Here, we demonstrated that the profiles of rNMP accumulation determined by absolute quantification using RiSQ‐seq can provide RER frequency by simple subtraction, as well as serve as a marker for indel hotspots. The concept of unseparated libraries could also be applied to absolute quantification using other combinations of enzymes and damage, such as formamidopyrimidine DNA glycosylase (FPG) and oxidation‐damaged purines (reviewed in Cooke et al., 2003). We anticipate that analysis of unseparated libraries will be of broad use for studies of many types of endogenous DNA damage that could form a new category of epigenetic marks for the evaluation of genome quality.

### 3.2 The yin–yang pattern of rNMP incorporation

Our RiSQ‐seq analysis revealed a nonuniform distribution of rNMPs, which we refer to as the “yin–yang” pattern. This 3′‐shifted distribution, which is observed at both gene and base scale, has interesting features. (a) The pattern is observed on both leading and lagging strands. (b) rNMP incorporation is closely associated with sequence context. Together, these observations suggest that the mechanism underlying this pattern might involve a common feature of DNA polymerase activity that is affected by sequence context. Locally, the rNMP level is dramatically reduced at A/T stretches, in a length‐dependent manner (Figure 4a). By contrast, C_18_ stretches and CAG trinucleotide repeats are associated with abundant rNMP incorporation (Figure 4b, c). These simple repeats can act as sources of genomic instability by perturbing replication: A stretches, AT dinucleotide, and CAG trinucleotide repeats facilitate pausing of human DNA polymerases in vitro (Le et al., 2015; Walsh et al., 2013). Although the difference between the mechanisms of replication pausing at AT‐rich repeats and G/C‐containing repeats remains unclear, sequence context might directly regulate DNA polymerase fidelity via local replication status, for example, speed of the replication fork and/or 5′→3′ DNA synthesis.

### 3.3 rNMP regulation is associated with genome instability in cells with wild‐type DNA polymerases

Although residual rNMPs represent an endogenous threat of genome instability (reviewed in Williams et al., 2016), our rNMP quantification reveals that significant amounts of rNMPs remain in the G1‐phase genome even in RER‐proficient cells with wild‐type DNA polymerases. The nonuniform pattern of residual rNMPs indicates that specific regions of the genome are at elevated risk of genomic instability on the template strand, even in wild‐type cells. High‐rNMP genes are strong candidates for natural hotspots of genomic instability.

Although it is still possible that rNMP transition and indel hotspots are independently coincidental in response to the similar DNA context, our findings demonstrate that RER efficiency and rNMP transition sites, but not the level of rNMP accumulation, are well correlated with indel mutations. The inertial delay and GC preference of rNMP incorporation suggest that attenuation of DNA polymerase fidelity gradually increases on gene bodies or exons, reaching its peak in AT‐rich regions (Figure 7l). Furthermore, inefficient RER also promotes mutational risk in such regions adjacent to AT‐rich domains (Figures 6c, 7c, e, L). Most of the single‐base indels might result from polymerase slippage rather than Top1‐dependent error‐prone repair (Kim et al., 2011; Lujan et al., 2015). Such indels, which are often associated with long homopolymer sequences, are efficiently suppressed by MMR, and RER also contributes to suppression of single‐base indels (Lujan et al., 2013). Because MMR and RER cooperatively suppress mismatches and slippages that escape proofreading (Ghodgaonkar et al., 2013; Lujan et al., 2013), regions exhibiting RER inefficiency with high‐RTM values are vulnerable to error accumulation, and can thus become indel hotspots. Furthermore, a previous study showed by mutation bias analysis that replication fidelity is higher on the leading strand than the lagging strand (Lujan et al., 2014). In this study we also found that RER is more efficient on the leading strand at sequences with a wide range of rNMP incorporation. This suggests that RER and rNMP incorporation, rather than being source of mutagenic damage, supply periodic postreplicative repair during the cell cycle.

Estimation of RER efficiency by RiSQ‐seq analysis requires both rNMP quantification and comparison between RER‐proficient and ‐deficient cells by RiSQ‐seq analysis. However, either alone is sufficient to compute RTM, which is closely associated with RER inefficiency in yeast. Because RER is conserved among species (Nick McElhinny et al., 2010; Reijns et al., 2012), the simplified approach using the RTM parameter could be applied to whole‐genome surveys of indel hotspots in other organisms. Moreover, because RiSQ‐seq analysis is a self‐sufficient technique requiring simple starting materials (i.e., purified genomic and standard DNAs), it can provide genomic parameters related to genome instability in various cell types, such as cancer cells or stem cells, for evaluation of genome quality.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Yeast strains and cell culture

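RNH201, the gene for the catalytic subunit of ribonuclease H2, is listed by its systematic name YNL072W in the annotation that accompanies the profiles. This annotation follows the Ensembl EF4 assembly of the budding yeast genome, with chromosomes renumbered by the authors. The gene lies on the forward strand of chromosome 14 from position 490317 to 491240, a length of 924 bases. It has 1 exon and no intron, and its coding sequence runs from 490317 to 491237. None of its bases lie in a region that the authors marked as mapping biased. Of the 6 loci BAR1, TRP1, HIS3, URA3, LEU2 and MET15, which serve as markers or are altered in the parental strain, 0 are listed in the annotation as used here. Symbols were matched to systematic names through a table of the R64 assembly, in which 5751 of the 5828 nuclear gene identifiers of the annotation were found. The libraries of these strains are not analysed here.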

The wild‐type strain BY4741 (YTT0003: *MAT*a *bar1∆::hphMX trp1::p404–BrdU–Inc*(*TRP1*) *his3∆1 ura3∆0 leu2∆0 met15∆0*) and the RER‐deficient mutant strain *rnh201∆* (YTT0004: YTT0003 with *rnh201∆::kanMX*) were exponentially grown in 1 L of YPD [1% Bacto Yeast Extract (BD), 2% Bacto Peptone, and 2% Glucose (Wako)] or low‐glucose media containing 0.05% Glucose to a density of ~1 × 10^7^ cells/ml, and then arrested at G1 by addition of alpha‐factor at a final concentration of 5 µg/ml, followed by incubation for 2.5 hr at 30°C with shaking (222 rpm) in an INNOVA43 shaker. Cultures were stopped by addition of 0.1% sodium azide (final concentration). The detailed protocols for genomic DNA preparation and Alkali‐denaturing agarose gel analysis are provided in Supplemental Methods.

### 4.2 RiSQ‐seq library preparation and sequencing

Genomic DNAs and standard DNAs, sheared to 400–450 bp, were used for primary library preparation with TruSeq HT compatible adaptors (Table S2). After 3′‐end masking, primary libraries were treated by RNase HI and HII (NEB) at 37°C for 18 hr. Heat‐denatured RNase H–treated libraries were ligated with secondary adaptors at 20°C for 18 hr using the KAPA library preparation kit. After successive purification with AMPure XP beads, complementary strands were synthesized with Bst DNA polymerase (NEB) and purified. Aliquots of PCR‐free libraries (5 ng) were PCR‐amplified with TruSeq HT i5 and TruSeq HT 701 specific primers for 10–22 cycles. Purified libraries (PCR‐free, 27 pM; PCR‐amplified, 15 pM) were loaded onto an Illumina MiSeq (75 bp ×2 paired‐end sequencing) to obtain over 10 million paired reads of data. The detailed protocol for RiSQ‐seq library preparation is provided in Supplemental Methods (Appendix S1).

### 4.3 Data processing

All analyses were performed on rNMP accumulation frequency data. Using these values, we estimated repair frequency by subtracting rNMP levels in the wild type from those in *rnh201∆*. Details regarding data processing are provided in Supplemental Methods (Appendix S1).

### 4.4 Data access

The sequencing data are deposited at Gene Expression Omnibus (GEO) under accession number GSE85130.

## AUTHOR CONTRIBUTIONS

T.I. designed this study. T.I. conducted all the experiments. T.I. performed data analysis with support from N.I. and J.S. T.I. and T.K. wrote the manuscript with contribution from all the authors.

## Supporting information

Supplementary Material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

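RiSQ-seq compares rNMP detection reads with background reads of the same library. The data analyzed here are those of the synthetic standards. 4 mixtures of synthetic fragments were each sequenced as a primary library and as an RNase H-treated library, and the spike-in cocktail was sequenced as 4 replicate primary libraries. The 42 records of yeast libraries were mapped to strain, medium, replicate and library fraction where the labels settled this, and their profiles are not analysed here. The titles and descriptions of 4 of them name different library fractions.

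For the standards, the authors deposited a fraction per rNMP-containing strand and library. In the primary libraries the fraction is the share of a strand that carries the marker SNP. In the RNase H-treated libraries it was read as rNMP detection reads over the sum of background and rNMP detection reads, following Figure 1a. The paper's text describes the rNMP level as rNMP counts normalized to background coverage. A ratio to background reads alone, converted from the same fractions, was used as an alternative. For details of data processing the paper refers to Appendix S1, which was not used here. The authors also deposited the mean fraction of the 4 spike-in replicates, which equals the mean computed here after rounding. Read numbers were not used here. The depth of each library is therefore unknown, and an error bar shows the spread between libraries only. The authors further deposited an annotation of genes and a list of mapping-biased regions. How these regions were called was not examined here.

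Fractions were converted to percent. The detection efficiency was the detected share over the input share of the same strand and mixture. Efficiencies were averaged over STD1 and STD2 for each nucleotide and over all 8 strands for each mixture, and are given as mean and SD over the 4 mixtures. The primary and RNase H-treated libraries were paired by mixture number because the labels assign both to the same mixture. Across the 8 strands, the deviations of input and detected shares from their means over mixtures correlated with r = -0.156, 0.217, 0.0816 and 0.506 in mixtures 1 to 4. Strands of one library are not independent replicates. Differences between nucleotides were tested by permuting the nucleotide labels within each mixture in all possible ways, with the range of the nucleotide means as a two-sided statistic. Each nucleotide was carried by a single strand of each standard, and every mixture measured the same strands. A small p therefore shows differences that recur over mixtures, and cannot separate the nucleotide from its strand. Paired differences were tested by exact sign-flip permutation over the 4 mixtures, which cannot give a two-sided p below 0.125. The 9 tests were adjusted together by the Benjamini-Hochberg method, with a threshold of 0.05. On 200 simulated sets of 4 mixtures, the test of nucleotides found a simulated difference in 100% of sets and called a difference in 6% of sets without one. The simulated strands of a nucleotide had the same efficiency on both standards, whereas the measured ones differed. The rate of 6% therefore does not cover differences between strands of the same nucleotide.

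Genes were counted as distinct combinations of sequence, identifier and gene type with an exon in the annotation, and overlaps with mapping-biased regions as at least 1 shared base. Genes are named if the paper names them or if they overlap 1 of the 3 longest mapping-biased regions. Coordinates are those of the annotation and are counted from 1. Comparisons of GC content and of A/T stretches were left out because no genome sequence was used here.

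The alternatives were another denominator of the detected share, pooling over mixtures, leaving out each mixture or replicate, each standard alone, regression through the origin or with an intercept, purines against pyrimidines, and other gene sets and overlaps. They were chosen before the data were examined. One further alternative, averaging the input over the strands of a duplex as inferred from the labels, was chosen after seeing the data. Calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.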

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

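The tests of explanations in this part were chosen only after the results had been seen.

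The difference in detection efficiency between STD2 and STD1 was not the same for all nucleotides. For rA, the efficiency on STD2 minus that on STD1 was -5.08 percentage points and negative in all 4 mixtures. The difference was 18.0 percentage points for rC, 24.9 for rG and 24.2 for rU, and positive for each of these in all 4 mixtures. The order of purines and pyrimidines also differed between the standards. Purines minus pyrimidines was 3.89 percentage points on STD1 and positive in all 4 mixtures, and was -7.34 percentage points on STD2 and negative in all 4. The change of this contrast between the standards, -11.2 percentage points, had an exact sign-flip permutation p of 0.125, the smallest that 4 mixtures allow. Chance variation between mixtures is argued against by permuting the nucleotide labels of the STD2 minus STD1 differences within mixtures (exact permutation p = 0.0113, Benjamini-Hochberg adjusted p = 0.0254). Another candidate explanation is an input share read unequally on the 2 strands of a duplex in the primary library. The fragment names in the labels may be read as pairing rA with rG and rC with rU. With the input averaged over each pair, the differences still varied by nucleotide (exact permutation p = 0.000579). That of rG and rU together was 28.4 ± 4.63 percentage points (SD, n = 4 mixtures). If this pairing holds, the unequal reading cannot be the whole cause. The difference of rC fell from 18.0 to 9.80 ± 6.52 percentage points. That of rA became -3.14 ± 4.00 percentage points and was negative in 3 of 4 mixtures, so for the opposite direction of rA this explanation stays open. The sequence around each rNMP stays open and untested. An input share misread alike for both strands of a fragment would change the efficiencies of rA and rG by the same factor. With the input averaged over this pair, however, their differences were -3.14 ± 4.00 and 24.8 ± 2.15 percentage points. If rA and rG share a fragment, these values argue against such a misread as the sole cause for them. For rC and rU, whose differences were both positive, such a misread stays open and untested. The standards are synthetic and the mixtures differ in no stated biological condition, so no biological explanation was tested.

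In groups of 4 libraries, 2 of 32 sets of values had a library far from the other 3, where chance gives about 1.6. The efficiency of STD2 rU was 82.7% in mixture 3, against 71.7% to 72.5% in the other mixtures. The spike-in share of STD1 rA was 0.0302% in replicate 2, against 0.0338% to 0.0345% in the other replicates. Their number is near that given by chance, and neither technical nor biological explanations were tested for them.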

How the results depend on the processing

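Of 47 values recomputed under an alternative other than leaving out a library or setting purines against pyrimidines, 30 stayed on the same side of the threshold or moved by less than the SD between libraries (for counts of genes, by less than 1.5 times), and 17 did not. Leaving out 1 of 4 libraries cannot move a mean by as much as their SD, so these values are given as ranges only. Without each mixture in turn, the detection efficiency over all nucleotides was 73.2% to 77.5%, the range between nucleotides was 24.3 to 30.0 percentage points, and the slope through the origin was 70.2% to 73.8%.

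Taking a standard alone moved several efficiencies by more than their SD. The efficiency over all nucleotides was 67.2% from STD1 only and 82.7% from STD2 only. For rG it was 60.7% from STD1 only and 85.6% from STD2 only, and for rU 50.5% and 74.7%. With a standard alone, the values for rA and rC moved by less than their SD. The slope of the detected on the input share fell from 71.7% through the origin to 4.30% with an intercept. The input shares covered only a 2.02-fold range, whose ends were different strands. A line with an intercept was therefore fitted away from the origin, over differences between strands as well as between mixtures. The cause of its low slope was not tested.

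The range of 26.5 percentage points between nucleotides became a difference of 1.72 percentage points when purines were set against pyrimidines, whose difference had opposite directions on STD1 and STD2. That test cannot pass the threshold with 4 mixtures, so its p says nothing about stability. An input averaged over the presumed 2 strands of each duplex, a pairing inferred from the labels, gave 72.7% for rC, 77.4% for rG and 74.1% for rU. This alternative was chosen after seeing the data. The range between nucleotides was then 7.19 percentage points (exact permutation p = 0.00868). Its test stayed past the threshold, but the order of the nucleotides changed and rA became the lowest at 70.3%. This follows from the averaging, which raises the lower input shares of rA and rC and lowers the higher ones of rG and rU.

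The paired design used the mixture number as a block. With no replicate block, the efficiency was 74.7% over all nucleotides, 74.7% for rA, 88.5% for rC, 73.1% for rG and 62.6% for rU, and no value moved by more than its SD.

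Among the input shares, 4 values moved by more than the SD when a standard was taken alone, those of rC and rG. The mean spike-in share per strand was 0.173% over both standards, 0.0359% from STD1 only and 0.309% from STD2 only. The number of genes in the annotation was 5897, with 5860 for protein-coding genes and 5828 for nuclear genes. Genes overlapping mapping-biased regions numbered 45, or 34 where at least 50% of the gene was required to overlap.

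The alternatives for GC content of gene bodies and for A/T homopolymers were not run, since no genome sequence was used here. Pooling reads over the spike-in replicates was not run, since only fractions were used. Unknown depth limits the separation of counting error from differences between mixtures.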

Other observations

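The tests in this part were chosen only after the results had been seen, and no biological explanation was tested, since the standards are synthetic.

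The detection efficiency of STD2 rC exceeded 100% in 2 of the 4 mixtures, at 111% in mixture 3 and 110% in mixture 4. Its mean was 98.1 ± 14.8% (SD, n = 4 mixtures), so that values over 100% lie within the variation between mixtures, and chance may account for them. The rank of STD2 rC is a separate matter. It was the highest of the 8 strands in all 4 mixtures, which independent random orderings would give for any 1 strand with a probability of 0.00195. The input share of rC was below that of rU in 16 of 16 combinations of standard and primary library, spike-in libraries included. The share of rA was below that of rG in 14 of 16. If rC and rU sit on opposite strands of one duplex, as the fragment names in the labels may be read, their input shares should be equal. The mean share of rU was 1.51 times that of rC on STD2 in the mixtures and 1.47 times in the spike-in cocktail. As a hypothesis, the SNP of the rC strand may be undercounted in the primary library. With the input averaged over the 2 strands, the highest efficiency of STD2 rC was 84.9% and it was the highest strand in 0 mixtures. However, STD2 rU then reached 102% in mixture 3. Averaging lowers rC by its own construction, so that an undercount of rC and chance remain open for the values over 100%. If background and rNMP detection reads are recovered alike, a true difference in detection cannot by itself lift the detected share above the input share. Whether they are recovered alike was not tested. For the rank of STD2 rC, such a difference and an undercount of rC both remain open.

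The relative SD of the spike-in shares was larger for the standard with the lower shares, with a mean of 9.98% over the STD1 strands and 3.71% over the STD2 strands. An error in proportion to the share would give similar relative SDs on both standards. Those of the STD1 strands (5.85% to 14.5%) all lay above those of the STD2 strands (1.71% to 4.60%), which argues against it. The exact permutation of the standards over the 8 strands restates this separation (two-sided p = 0.0286, the smallest this design allows). It adds no separate evidence, and strands of one library are not independent. Counting noise may account for the difference. The observed ratio of the mean relative SDs was 2.69, and counting alone would give 2.94 if both standards had equal numbers of reads. These numbers are not known, so counting noise stays open. The paper does not report these spreads in its text.

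In mixture 1, STD1 rG and STD1 rU had identical input shares of 0.436%, and STD2 rG and STD2 rU had identical detected shares of 0.314%. Among 336 pairs of strands within 12 libraries, these were the 2 identical pairs.

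The annotation held 5828 nuclear genes, the number that the paper gives for the metagene profiles of Figure 2a, of which 5824 were protein-coding. The 104 mapping-biased regions covered 578773 bases, and 45 nuclear genes overlapped them. The lengths of 78 of the 104 regions were multiples of 14 bases, against 7.43 expected by chance. The paper uses bins of 14 bases in its profiles. A further 11 regions were exactly 500 bases long, the shortest length in the list. The longest region lay on chromosome 12 from 450486 to 469161 and held the genes YLR154W-A, YLR154W-B, YLR154W-C, YLR154W-E, YLR154W-F and YLR154C-G. The next longest lay on chromosome 10 from 728330 to 745751 with 0 listed genes, and on chromosome 4 from 1 to 17241 with YDL244W. The 5 genes drawn in Figure 1d, YCR057C, YCR059C, YCR060W, YCR061W and YCR063W, lay outside the regions.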
